# Comparison of transcriptome between high- and low-marbling fineness in *longissimus thoracis* muscle of Korean cattle

**DOI:** 10.5713/ab.21.0150

**Published:** 2021-06-24

**Authors:** Seok-Hyeon Beak, Myunggi Baik

**Keywords:** Adipocytes, Computer Image Analysis, Intramuscular Fat, Korean Native Cattle, Marbling Fineness, Transcriptome

## Abstract

**Objective:**

This study compared differentially expressed genes (DEGs) between groups with high and low numbers of fine marbling particles (NFMP) in the *longissimus thoracis* muscle (LT) of Korean cattle to understand the molecular events associated with fine marbling particle formation.

**Methods:**

The size and distribution of marbling particles in the LT were assessed with a computer image analysis method. Based on the NFMP, 10 LT samples were selected and assigned to either high- (n = 5) or low- (n = 5) NFMP groups. Using RNA sequencing, LT transcriptomic profiles were compared between the high- and low-NFMP groups. DEGs were selected at p<0.05 and |fold change| >2 and subjected to functional annotation.

**Results:**

In total, 328 DEGs were identified, with 207 up-regulated and 121 down-regulated genes in the high-NFMP group. Pathway analysis of these DEGs revealed five significant (p<0.05) Kyoto encyclopedia of genes and genomes pathways; the significant terms included endocytosis (p = 0.023), protein processing in endoplasmic reticulum (p = 0.019), and adipocytokine signaling pathway (p = 0.024), which are thought to regulate adipocyte hypertrophy and hyperplasia. The expression of sirtuin4 (p<0.001) and insulin receptor substrate 2 (p = 0.043), which are associated with glucose uptake and adipocyte differentiation, was higher in the high-NFMP group than in the low-NFMP group.

**Conclusion:**

Transcriptome differences between the high- and low-NFMP groups suggest that pathways regulating adipocyte hyperplasia and hypertrophy are involved in the marbling fineness of the LT.

## INTRODUCTION

In beef, intramuscular fat (IMF) or marbling is associated with flavor, juiciness, and tenderness and is a critical factor determining the grade of beef in some countries, including Korea and Japan [1,2]. The IMF content is positively correlated with the beef price [3], and highly marbled beef is a premium consumer product, especially in Korea and Japan [4].

Computer image analysis (CIA) systems have been developed to assess various characteristics of marbling particles (MPs), such as their number, size, and distribution (fineness or coarseness) [5]. We recently reported that the number of fine MPs (NFMP) in the *longissimus thoracis* muscle (LT) was positively correlated with the auction price of Korean cattle beef [6], indicating that Korean consumers prefer beef with fine MPs (each covering an area of 0.01 to 0.5 cm^2^). The marbling fineness is determined by the marbling fineness index, which is obtained by dividing the NFMP by the ribeye area (cm^2^) and represents the distribution of fine MPs in the LT. A CIA method has been established for measuring fine MPs, but the mechanism of fine MP formation is unknown.

High-throughput RNA sequencing is a powerful tool for quantifying transcripts [7]. Several RNA sequencing studies have examined the molecular mechanisms of IMF deposition and identified differentially expressed genes (DEGs) between different IMF levels in the LT of cattle [8,9]. The molecular mechanisms responsible for marbling fineness are unknown. Therefore, this study identified DEGs between cattle with high and low NFMP in the LT to understand molecular events associated with formation of fine MPs.

## MATERIALS AND METHODS

### Animals

All experimental procedures followed the Animal Experimental Guidelines of the Seoul National University Institutional Animal Use and Care Committee and were approved by the committee (SNUIACUC: SNU-160408-4). We used LT samples from Korean cattle steers sampled in our previous study [6]. The details of the feeding trial, sampling, and CIA methods can be found in our previous study [6]. Briefly, the size and distribution of MPs were assessed using a CIA method in 43 Korean cattle steers. Of all LT samples, 10 were selected based on the NFMP and assigned to either a high- (n = 5) or low- (n = 5) NFMP group (Table 1). The NFMP was used as the selection criterion, because it is highly correlated with auction price of beef and is positively correlated with quality grade (R^2^ = 0.41, p<0.001) [6]. Three samples from each group were randomly selected for RNA sequencing analysis, and all 10 samples were used for quantitative real-time polymerase chain reaction (qPCR) analysis. (Table 1). Each three steers from the high and low group were randomly selected for RNA-seq, and total ten steers were used for qPCR to validate the result of RNA-seq.

### Carcass grading and the computer image analysis method

The carcass traits (back fat thickness, ribeye area, marbling score, and quality grade) were graded by trained meat graders according to the Korean carcass grading system of the Korea Institute for Animal Products Quality Evaluation [10]. The carcass auction price was determined by wholesalers after grading in the slaughter house. Detailed methods have been described previously [6].

Cross-sectional photographs of the ribeye area in the LT were taken alongside the 13th thoracic vertebra using HK-333 beef carcass photography equipment (mirror type) (Hayasaka Ricoh, Sapporo, Japan) developed by Kuchida et al [11], and the photographs were analyzed using Beef Analyzer II (Hayasaka Ricoh, Japan), as described previously [6,12]. CIA traits were obtained as described previously [6]. Briefly, the total number of MPs was counted from the binarized fat image. Fine MPs were defined as those covering an area between 0.01 and 0.5 cm^2^. The fineness index was obtained by dividing the NFMP by the ribeye area (cm^2^).

### RNA sequencing

Total RNA was extracted from LT tissue using TRIzol reagent (Sigma-Aldrich, Milwaukee, WI, USA) in accordance with the manufacturer’s protocol. Total RNA was quantified with a ND-2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) by recording the absorbance at 260 nm. The RNA quality was checked via agarose gel electrophoresis and ethidium bromide staining of the 28S and 18S bands, using an Agilent 2100 Bioanalyzer with the RNA 6000 Nano Chip (Agilent Technologies, Santa Clara, CA, USA). RNA samples were stored at −70°C until RNA sequencing and qPCR analyses. The cDNA library was constructed and sequenced at ebiogen (Seoul, Korea). The library was constructed using a SENSE 3′ mRNA-Sequencing Library Prep kit (Lexogen, Vienna, Austria) [13] according to the manufacturer’s instructions. Briefly, an oligo-dT primer containing an Illumina-compatible sequence at its 5′ end was hybridized with 500 ng of total RNA, and reverse transcription was initiated. After degrading the RNA template, the second strand was synthesized using a random primer containing an Illumina-compatible linker sequence at its 5′ end. To remove all reaction components, the double-stranded library was purified using magnetic beads. The library was then amplified to add the complete adapter sequences required for cluster generation. High-throughput sequencing was conducted as single-end 75-bp sequencing using a NextSeq 500 system (Illumina, San Diego, CA, USA). The quality of the sequencing reads from LT tissues was checked using FastQC. The reads that passed quality control were mapped to the *Bos taurus* genome (UMD3.1) from the UCSC database using Tophat2 (v2.0.2) and counted using HTSeq (v0.5.3p3).

### Identifying and annotating differentially expressed genes

For data analysis, the SENSE 3′ mRNA sequencing reads were aligned using Bowtie2 ver. 2.1.0. [14]. Bowtie2 indices were generated from either the genome assembly sequence or representative transcript sequences for alignment to the genome and transcriptome. The alignment file was used to assemble transcripts, estimate transcript abundances, and detect DEGs. DEGs between the high- and low-NFMP groups were determined based on counts from the unique and multiple alignments. The read count data were processed based on the quantile normalization method using Genowiz ver. 4.0.5.6 (Ocimum Biosolutions, Hyderabad, India). For functional annotation, we selected significant DEGs based on p<0.05 and |fold change (FC)| >2. The DEGs were categorized based on gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) annotations using the Database for Annotation, Visualization and Integrated Discovery (DAVID) tool (v6.7) (http://david.abcc.ncifcrf.gov/) [15]. The RNA sequencing data obtained here have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE166206 (http://www.ncbi.nlm.nih.gov/geo/).

### Quantitative real-time polymerase chain reaction

cDNA was synthesized from the RNA templates (2 μg) using an iScript cDNA synthesis kit (Bio-Rad Laboratories, Hercules, CA, USA). qPCR was performed as reported elsewhere [16] using QuantiTect SYBR Green RT-PCR Master Mix (QIAGEN, Hilden, Germany). Briefly, qPCR analyses were performed using Rotor-Gene Q (QIAGEN, Germany) in a 25-μL total reaction volume. The mixture contained 20 ng of cDNA, 1.25 μL of 10 μM primers, and 12.5 μL of SYBR Green RTPCR Master Mix. The reaction started at 95°C for 15 min, followed by 40 cycles of 94°C for 15 s, 55°C for 30 s, and 72°C for 30 s. Primer information can be found in Supplementary Table S1. The ΔΔCT method was used to determine relative FC values [17]. qPCR data were normalized relative to the level of the β-actin housekeeping gene, as validated in our previous study [16].

### Statistical analysis

Statistical differences between the two groups were determined using the independent t-test or Mann–Whitney test depending on data normality with IBM SPSS ver. 22 (SPSS, Chicago, IL, USA).

## RESULTS AND DISCUSSION

### Carcass and computer image analysis characteristics of the animals

We compared the carcass and CIA characteristics between the high- and low-NFMP samples used RNA sequencing and qPCR (Table 1). The high-NFMP group had a higher marbling score, NFMP, and fineness index than did the low-NFMP group (all p<0.001). The meat from the high-NFMP group also fetched a higher auction price (p<0.001), confirming the result in our previous report [6].

### RNA sequencing and identification of differentially expressed genes

Six cDNA libraries were constructed, and an average of 20,585,914 single-end 75-bp sequence reads was generated. 

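The 6 libraries came from longissimus thoracis (LT) muscle of 3 steers with a high NFMP (steers 3-8, 10-8 and 10-9) and 3 steers with a low NFMP (steers 3-1, 3-3 and 10-16), with 1 library per steer. The high-NFMP steers were between 32.5 and 34.5 months old and the low-NFMP steers between 33.7 and 37.8 months. In this 3′ mRNA method an oligo-dT primer starts the cDNA at the poly(A) tail, so reads gather near the 3′ end of a transcript and a longer transcript does not give more of them. The authors deposited the number of reads counted on each gene symbol in each steer, without normalization, for 23015 rows with 22839 different symbols. According to the methods, reads were mapped with Tophat2 and counted with HTSeq, and DEGs were determined from counts of both unique and multiple alignments, so genes with near-identical or overlapping sequence can share reads. The counts summed to 16283873, 16530745 and 16798460 in the high-NFMP steers and to 17179629, 16791858 and 17192750 in the low-NFMP steers, with medians of 16530745 and 17179629. These totals count reads assigned to genes, whereas the average stated by the paper counts reads generated. The 5 genes with the most counts were titin (TTN), the 18S ribosomal RNA gene RN18S1, COX3, ATP6 and LOC112442546, which together held between 16.99% and 19.61% of the counts of a library. Their adjusted p lay between 0.407 and 0.928 in the comparison of the groups by edgeR's quasi-likelihood test.
From these counts, the groups were compared with that test after trimmed mean of M-values (TMM) normalization and edgeR's default filter on low counts, which kept 15039 rows. The filter removed at most 0.15% of the counts of a library. The threshold of the methods was kept, an unadjusted p below 0.05 with a fold change above 2 in either direction, and a Benjamini-Hochberg adjusted p over all tested genes was added. The biological coefficient of variation between steers of a group was 25.1%. An exact permutation test of 3 steers against 3 cannot give a p below 0.1, so single genes rest on the spread that edgeR estimates across genes. The quantile normalization named in the methods comes after the deposited counts and was run as an alternative.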

At least 95.1% of the reads in each sample were mapped to the bovine reference genome (UMD3.1) using Tophat2 (v2.0.2) (Supplementary Table S2). 

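In the comparison of 3 high-NFMP with 3 low-NFMP steers, 1725 of the 15039 tested genes had an unadjusted p below 0.05, where 752 would be expected with no difference. A fold change above 2 was also reached by 586 of them, of which 381 (65%) were higher and 205 were lower in the high-NFMP group. At an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 78 genes were higher and 25 were lower. Of the 78 higher genes, 25 were small nuclear RNA genes, copies of which can share reads. When small nuclear RNA genes were left out, a choice made after the data were seen, 50 genes in both directions together reached that adjusted p. In 478 of the 586 genes, all 3 steers of one group lay above all 3 of the other, which was the case for 17.1% of all tested genes and is expected by chance for 10%. Without a filter on low counts 969 genes passed, and 225 passed with a quantile procedure (quantile normalization of log2 counts and an equal-variance test per gene) at a pseudocount of 10. After quantile normalization with limma, 329 genes were higher and 272 were lower (54.7% higher), and no gene had an adjusted p below 0.05 although 1631 had an unadjusted p below that value. Without steer 3-8, 366 genes were higher and 378 were lower. The number at an adjusted p below 0.05 fell from 103 to 33 without steer 3-8, 41 without 10-8, 28 without 3-3 and 63 without 10-16.
The higher gene with the smallest p was ATCAY, at 521.8 ± 157 normalized counts (SD, n = 3) in the high-NFMP group and 52.0 ± 10.3 (SD, n = 3) in the low-NFMP group. Its log2 fold change was 3.32 (standard error 0.28, adjusted p = 0.0001 by edgeR). The next were GTF3C2, with a log2 fold change of 2.06 (standard error 0.19), RASSF4, within which the gene DEPP1 lies, at 2.39 (standard error 0.26), LOC112449517 at 1.97 (standard error 0.24) and FNIP2. Among the lower genes, the smallest p belonged to the small nucleolar RNA gene LOC112442867, with a log2 fold change of -1.89 (standard error 0.24, adjusted p = 0.00303 by edgeR). Lower genes with small p were also HSPA1A, RFX7 at -1.41 (standard error 0.21) and FAM71E1 at -1.29 (standard error 0.20). All of the genes named here passed the p and fold change threshold whichever steer was left out.

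**Figure D1:**
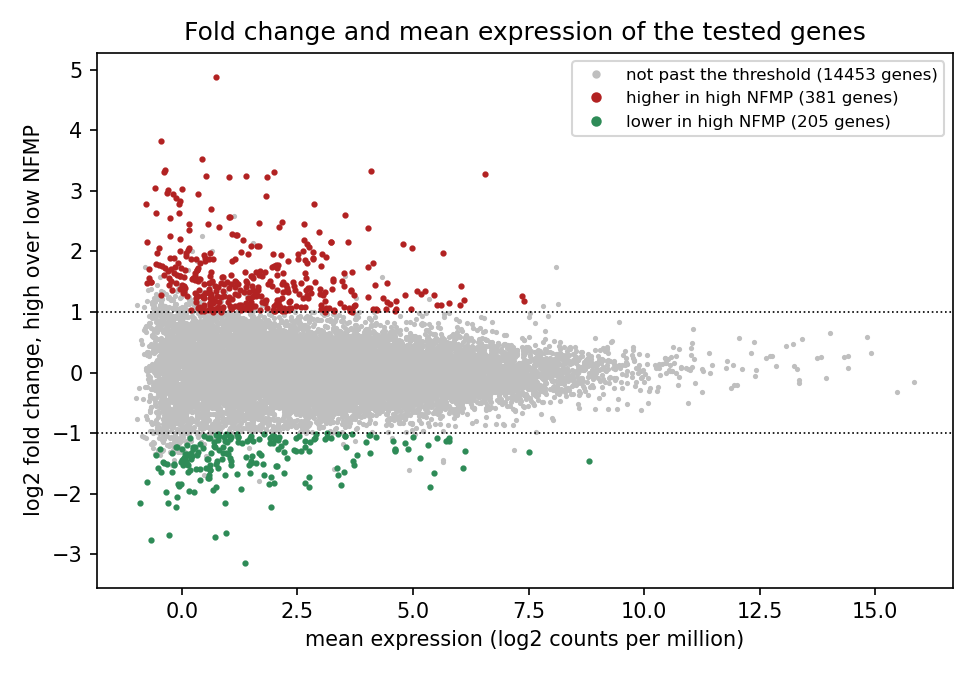
Log2 fold change (high over low NFMP, vertical axis) against mean expression in log2 CPM (horizontal axis) for the 15039 tested genes, 1 point per gene. The 381 genes past the threshold that were higher in the high-NFMP group are red, the 205 that were lower are green, and dotted lines mark a fold change of 2.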

In total, 328 DEGs were identified (p<0.05 and |FC| >2), with 207 up-regulated and 121 down-regulated genes in the high-NFMP group (Figure 1). The up- and down-regulated genes included 97 and 122 protein-coding genes, respectively. 

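The kind of each gene was taken from the RefSeq gene table of the cattle assembly ARS-UCD2.0, in which 20066 of the 22839 symbols were found and 285 more through a synonym. That assembly is not the one named by the paper, so no coordinates are given from it. Of the 381 higher genes, 242 were protein-coding, 47 were long noncoding RNA genes, 43 were small nuclear RNA (snRNA) genes and 7 were small nucleolar RNA genes, and 34 had no match. Of the 205 lower genes, 157 were protein-coding and 12 were long noncoding RNA genes, with 1 snRNA gene, 1 small nucleolar RNA gene and 33 without a match. With the quantile procedure at a pseudocount of 1, 118 higher and 114 lower genes were protein-coding.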

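All 10 of the most up-regulated genes named by the paper were higher in each high-NFMP steer than in any low-NFMP steer, with log2 fold changes between 2.45 and 3.52, and 6 of them had an adjusted p below 0.05 by edgeR's quasi-likelihood test. The paper ranked these and the most down-regulated genes on these same libraries, so their separation is not independent evidence. SLC28A1 had 2852 ± 645 normalized counts (SD, n = 3) in the high-NFMP group and 295.1 ± 182 (SD, n = 3) in the low-NFMP group, and a log2 fold change of 3.27 (standard error 0.54, adjusted p = 0.0653). BCL2L14 had 38.5 ± 9.28 and 3.31 ± 3.55 normalized counts, and DEPP1 had 333.5 ± 129 and 55.1 ± 20.7. DEPP1 lies within RASSF4 in ARS-UCD2.0, and both were higher, and whether reads were counted on both was not tested. ANKRD13B overlaps LOC101904012, whose normalized counts were nearly the same, 56.0 and 56.4 in the high-NFMP group. MAD2L1BP overlaps GTPBP2, which was lower, with a log2 fold change of -1.32. The counts behind several of these genes were low, with 16.8 ± 4.00 against 1.91 ± 0.93 for TP53TG5 and 24.7 ± 10.7 against 3.92 ± 2.67 for PRSS12. SGSM2 (175.6 ± 30.1 against 32.0 ± 12.9) and ABCC6 (42.4 ± 22.4 against 6.38 ± 4.49) had log2 fold changes of 2.45 and 2.70. Whichever steer was left out, the 10 genes stayed past the p and fold change threshold.
The 10 most down-regulated genes were likewise lower in each high-NFMP steer than in any low-NFMP steer, and 4 of them (DTWD2, HPN, CISH and ACAP2) had an adjusted p below 0.05. HPN had 26.1 ± 6.87 normalized counts against 93.5 ± 10.1, a log2 fold change of -1.84 (standard error 0.34, adjusted p = 0.0236), and DTWD2 had 28.4 ± 8.74 against 100.7 ± 2.48. CISH had 51.5 ± 15.1 against 170.5 ± 61.4. SHCBP1L was at 77.7 ± 63.1 against 282.3 ± 44.7. PEX13, PSMD5, LRRN4 and C4H7orf57 all had means below 10 normalized counts in the high-NFMP group. LRRN4 had 4.36 ± 5.14 against 17.8 ± 6.38 and an adjusted p of 0.343, and it lost its place past the threshold without steer 3-8, 10-8 or 10-16.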

Table 2 lists the top 10 up- and down-regulated genes.

### Functional annotation of differentially expressed genes

The DAVID tool was used for functional annotation of the 328 DEGs, which were categorized as related to biological process, molecular function, and cellular component (Supplementary Tables S3 to S5). The number of genes associated with each pathway was small (Table 3). Nevertheless, there were significant pathway terms for DEGs, including endocytosis, protein processing in endoplasmic reticulum (ER), and adipocytokine signaling pathway, which are thought to affect adipocyte hypertrophy and hyperplasia.

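Of the 28 different genes that Table 3 lists, 26 were past the p and fold change threshold in edgeR's quasi-likelihood test, 13 of the 28 being higher and 15 lower. ETNK2 (log2 fold change -1.07, unadjusted p = 0.0703 by edgeR) and CACNB4 (1.09, unadjusted p = 0.0513 by edgeR) were not. All 28 separated the 3 high-NFMP from the 3 low-NFMP steers. Adjusted over all tested genes, 4 of the 28 had a p below 0.05, and adjusted over the list alone 26 did, which is not independent evidence because the list was chosen on these libraries. Past the threshold whichever steer was left out were 7 of the 28. The DAVID enrichment itself was not repeated here. HSPA1A and HSPA6 are counted in 5 of the 8 terms. Outside the 3 pathways that the paper discusses, GRO1 and CXCL3, which are related chemokine genes and can share reads, had log2 fold changes of -1.47 and -1.68, ITGAM -1.08, GADD45A -1.31 and ALOX5 1.61. BDH1 was at -1.30, AACS at 1.12 and ACSM2B at 1.36, and CDS1 was at 1.10, CRLS1 at -1.07 and GPD1L at 1.25. Without 1 steer, GRO1 was no longer past the threshold in 5 of the 6 fits, ITGAM and ACSM2B in 4, BDH1, CRLS1 and ALOX5 in 3, CDS1 in 2 (without steer 3-1 or 3-3), AACS without steer 10-16 and GADD45A without steer 10-8.

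**Figure D2:**
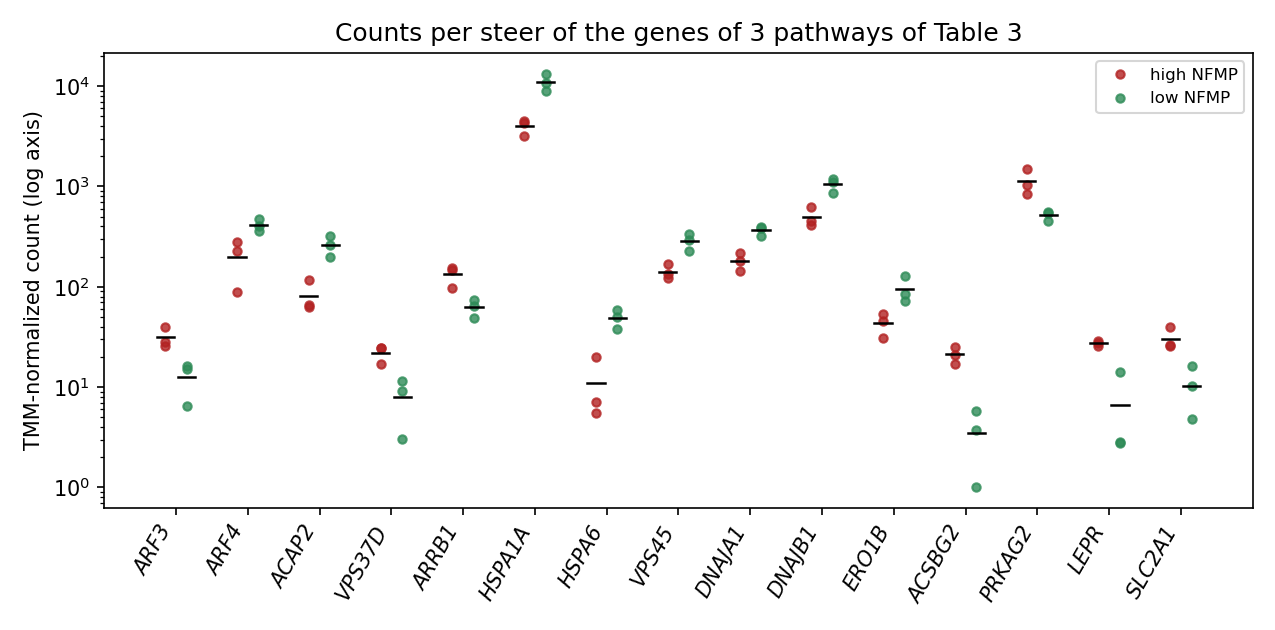
TMM-normalized counts (vertical log axis) of the genes of the endocytosis, protein processing in ER and adipocytokine signaling terms (horizontal axis), 1 point per steer, with 3 high-NFMP steers in red, 3 low-NFMP steers in green and the group mean as a black line. In each gene, chosen by the paper as a DEG on these libraries, the points of the 2 groups do not overlap.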

Eight genes were found to be involved in the endocytosis pathway. Of these, three were up-regulated in the high-NFMP group: beta-arrestin-1 (*ARRB1*; FC = 2.07, p = 0.019), vacuolar protein sorting-associated protein 37D (*VPS37D*; FC = 2.54, p = 0.015), and ADP-ribosylation factor 3 (*ARF3*; FC = 2.35, p = 0.031). 

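ARRB1 had 133.4 ± 31.1 normalized counts (SD, n = 3) in the high-NFMP group and 62.8 ± 13.1 (SD, n = 3) in the low-NFMP group, a log2 fold change of 1.09 (standard error 0.29, adjusted p = 0.134 by edgeR's quasi-likelihood test). VPS37D was counted less often, at 21.9 ± 4.24 against 7.92 ± 4.38, with a log2 fold change of 1.45 (standard error 0.57, adjusted p = 0.341). ARF3 was at 31.4 ± 7.72 against 12.6 ± 5.36, with a log2 fold change of 1.31 (standard error 0.50, adjusted p = 0.317). None of the 3 had an adjusted p below 0.05, and their unadjusted p by edgeR was 0.00214, 0.0227 and 0.0182. ARRB1 fell below the threshold without steer 3-8 or 3-1, VPS37D without steer 3-8, 10-8 or 10-16, and ARF3 without steer 10-9 or 3-3. The lowest log2 fold changes in these fits were 0.93, 1.10 and 0.99.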

The other five genes involved in the endocytosis pathway in the high-NFMP group were down-regulated: ADP-ribosylation factor 4 (*ARF4*; FC = 0.47, p = 0.030), ARF-GAP with coiled-coil, ANK repeat and PH domain-containing protein 2 (*ACAP2*; FC = 0.31, p = 0.009), heat shock 70 kDa protein 1B (*HSPA1A*; FC = 0.36, p = 0.005), heat shock 70 kDa protein 6 (*HSPA6*; FC = 0.24, p = 0.008), and vacuolar protein sorting-associated protein 45 (*VPS45*; FC = 0.49, p = 0.013). 

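Among the 5 lower genes, HSPA1A was the most abundant, at 3975 ± 693 normalized counts (SD, n = 3) in the high-NFMP group and 10970 ± 2230 (SD, n = 3) in the low-NFMP group. Its log2 fold change was -1.46 (standard error 0.22, adjusted p = 0.00635 by edgeR's quasi-likelihood test). The RefSeq gene table gives HSPA1B as another name of HSPA1A, and the counts list HSPA1A alone. HSPA6 was rare by comparison, with 10.9 ± 7.97 against 49.2 ± 10.7 counts and an adjusted p of 0.0771. ACAP2 had 81.3 ± 30.5 against 261.5 ± 61.5 counts and an adjusted p of 0.0165. ARF4, at 199.2 ± 99.3 against 414.4 ± 60.2, had a log2 fold change of -1.06 (standard error 0.34, adjusted p = 0.251). VPS45, at 141.5 ± 24.1 against 285.5 ± 53.6, had a log2 fold change of -1.01 (standard error 0.24, adjusted p = 0.0733), close to the fold change limit. Without steer 10-9 or 3-1 ARF4 was no longer past the p and fold change threshold, nor was VPS45 without steer 3-8, 10-8, 3-1 or 3-3. HSPA1A, HSPA6 and ACAP2 passed it in each of the 6 fits with a steer left out.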

Endocytosis is a vital cellular process in which extracellular ligands, soluble molecules, proteins, and lipids are taken up from the extracellular matrix [18]. Glucose transporter type 4 (GLUT4) is the most abundant glucose transporter regulated by insulin in adipocytes [19]. GLUT4 is translocated from the intracellular matrix to the plasma membrane or vice versa depending on insulin levels; this is orchestrated by exocytosis and endocytosis [20]. Both GLUT4 and CD36, an essential protein for fatty acid endocytosis and uptake in adipocytes, have similar trafficking and recycling systems induced by insulin [21]. Endocytosis is a crucial cellular process through which the uptake of glucose and fatty acid occurs. Through lipogenesis, adipocytes convert glucose into long-chain fatty acids and triglycerides, and finally store lipids as lipid droplets (LDs) [22]. Endocytosis related to GLUT4 and CD36 trafficking may lead to enlargement of the adipocytes (hypertrophy), which may in turn induce adjoining preadipocytes to proliferate (hyperplasia) by secreting paracrine growth factors [23]. Therefore, endocytosis may directly or indirectly affect marbling fineness.

All five DEGs involved in protein processing in the ER pathway were down-regulated in the high-NFMP group: DNAJ homolog subfamily A member 1 (DNAJA1; FC = 0.48, p = 0.003), DNAJ homolog subfamily B member 1 (DNAJB1; FC = 0.48, p = 0.011), endoplasmic reticulum oxidoreductase 1 beta (ERO1B; FC = 0.46, p = 0.042), HSPA1A, and HSPA6. 

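Of the 5 genes, HSPA1A and DNAJB1 had an adjusted p below 0.05. DNAJB1 had 495.4 ± 110 normalized counts (SD, n = 3) in the high-NFMP group and 1047 ± 173 (SD, n = 3) in the low-NFMP group, a log2 fold change of -1.08 (standard error 0.21, adjusted p = 0.0301 by edgeR's quasi-likelihood test). DNAJA1, at 180.6 ± 36.8 against 367.1 ± 40.7, had a log2 fold change of -1.02 (standard error 0.22, adjusted p = 0.0505). ERO1B, at 43.6 ± 11.5 against 94.8 ± 29.3, had a log2 fold change of -1.11 (standard error 0.34, adjusted p = 0.205). In all 5 genes each high-NFMP steer lay below each low-NFMP steer. The log2 fold changes of DNAJA1 and DNAJB1 lay so near the limit of -1 that they failed it in 3 and 4 of the 6 fits with a steer left out, the weakest values being -0.85 without steer 10-8 and -0.97 without steer 3-8. ERO1B failed without steer 10-8 and, at -0.84, without steer 3-3.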

The ER is a critical cellular organelle controlling calcium homeostasis, lipid synthesis, protein folding, and LD formation, and the size and number of LDs can be affected by the ER stress response [24]. The protein-folding or export capacity of the ER can be exceeded when the ER is stressed under some physiological and pathological conditions [25]. Several studies have reported LD accumulation [26], reduced adipocyte insulin sensitivity [27], and adiponectin oligomerization [28] during the ER stress response. Therefore, the involvement of ER protein processing in adipocyte hyperplasia and hypertrophy may contribute to marbling fineness.

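The 4 genes ACSBG2, PRKAG2, LEPR and SLC2A1 differed widely in abundance. PRKAG2 had 1123 ± 341 normalized counts (SD, n = 3) in the high-NFMP group and 515.9 ± 58.4 (SD, n = 3) in the low-NFMP group, a log2 fold change of 1.12 (standard error 0.22, adjusted p = 0.034 by edgeR's quasi-likelihood test). The other 3 genes had means of 30.4 or fewer normalized counts in both groups and an adjusted p above 0.05. ACSBG2 had 21.2 ± 4.14 against 3.48 ± 2.37, a log2 fold change of 2.55 (standard error 0.65, adjusted p = 0.098). LEPR had 27.3 ± 1.76 against 6.59 ± 6.53, a log2 fold change of 2.05 (standard error 0.63, adjusted p = 0.198). SLC2A1 had 30.4 ± 7.92 against 10.4 ± 5.69, a log2 fold change of 1.55 (standard error 0.53, adjusted p = 0.258). In all 4, each high-NFMP steer lay above each low-NFMP steer. PRKAG2 was no longer past the fold change limit without steer 10-9, at a log2 fold change of 0.87, and SLC2A1 was no longer past the p limit without steer 3-8.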

All four DEGs involved in the adipocytokine signaling pathway were up-regulated in the high-NFMP group: long chain fatty acid CoA ligase ACSBG2 isoform X1 (ACSBG2; FC = 4.91, p = 0.002), 5′-AMP-activated protein kinase subunit gamma-2 isoform X1 (PRKAG2; FC = 2.15, p = 0.048), leptin receptor (LEPR; FC = 3.70, p = 0.007), and solute carrier family 2, facilitated glucose transporter member 1 (SLC2A1 or GLUT1; FC = 2.72, p = 0.019). Leptin is mainly secreted by mature adipocytes [29], and high adiposity and body fat increased the concentration and expression of leptin in cattle [30]. Leptin also can induce LD formation in several cell types in an mammalian target of rapamycin-dependent manner [31,32]. Genetically modified mice without the leptin receptor in adipose tissue were lighter than controls [33], and bone marrow stromal cells with impaired leptin receptors did not differentiate into adipocytes [34]. These results suggest that leptin can directly affect the development and function of adipocytes via leptin receptors. SLC2A1 is a class I glucose transporter that is expressed in adipose tissue at moderate levels [35]. PRKAG2 is a subunit of 5′-AMP-activated protein kinase [36]. Collectively, the adipocytokine signaling pathway may affect adipocyte hyperplasia or hypertrophy, possibly contributing to marbling fineness.

### Validation of differentially expressed genes using quantitative real-time polymerase chain reaction

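Table 4 holds 10 genes, ZNF354C, ATRN, PECR, IRS2, C1QTNF5, PPARD, TGFBI, SIRT4, FNIP2 and SLC28A1. All 10 were past the p and fold change threshold, 7 higher and 3 lower in the high-NFMP group, and 7 had an adjusted p below 0.05 by edgeR's quasi-likelihood test. The paper chose these genes as DEGs on these same libraries, so this is not independent evidence. FNIP2 had 752.6 ± 267 normalized counts (SD, n = 3) in the high-NFMP group and 172.2 ± 26.4 (SD, n = 3) in the low-NFMP group, a log2 fold change of 2.13 (standard error 0.26, adjusted p = 0.00284). TGFBI had the smallest relative spread, with 135.9 ± 9.36 against 54.9 ± 2.26 and a log2 fold change of 1.31 (standard error 0.26, adjusted p = 0.0389). PPARD was at 857.3 ± 93.2 against 349.2 ± 102 (adjusted p = 0.017) and C1QTNF5 at 153.4 ± 42.2 against 63.2 ± 19.0 (adjusted p = 0.0857). Among the lower genes, ZNF354C was at 91.9 ± 46.2 against 286.1 ± 57.0 (adjusted p = 0.0415), ATRN at 588.1 ± 122 against 1246 ± 148 (adjusted p = 0.0223) and PECR at 76.4 ± 14.4 against 163.3 ± 20.7 (adjusted p = 0.0806). PECR overlaps TMEM169 in ARS-UCD2.0, and TMEM169 had nearly the same counts, 78.7 against 166.5. ATRN failed the fold change limit without steer 10-8, 10-9 or 3-1 and PECR without steer 10-9 or 3-3, with weakest log2 fold changes of -0.98 and -0.94.

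**Figure D3:**
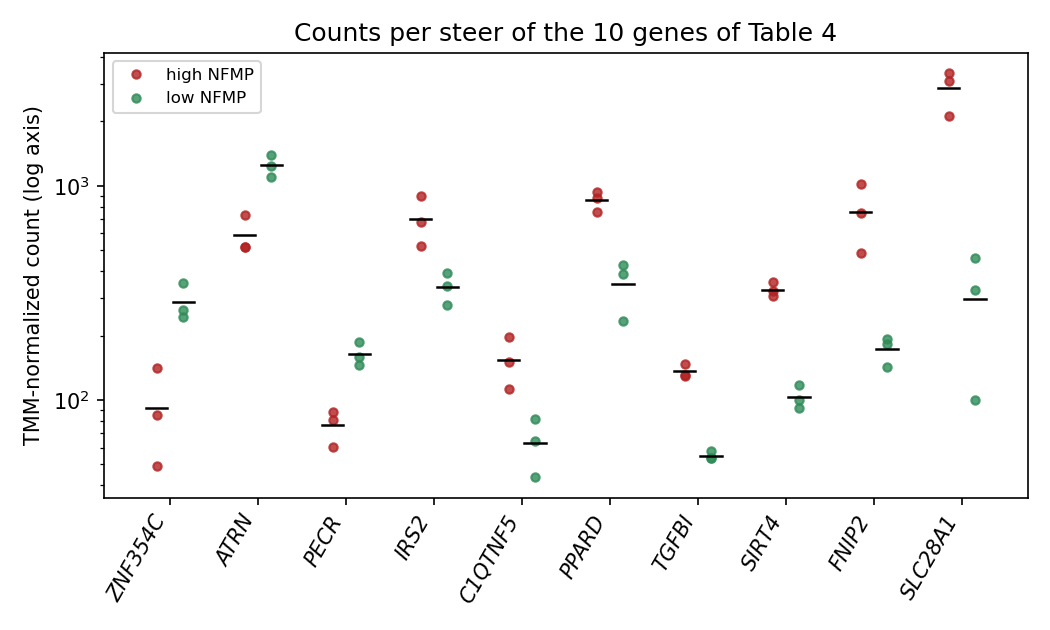
TMM-normalized counts (vertical log axis) of the 10 genes of Table 4 (horizontal axis), 1 point per steer, with 3 high-NFMP steers in red, 3 low-NFMP steers in green and the group mean as a black line. The points of the 2 groups do not overlap in any of the 10 genes, which the paper chose as DEGs on these libraries.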

To identify candidate genes associated with marbling fineness, we selected 10 DEGs which may be related with adipocyte hyperplasia and hypertrophy, although these were not listed in the top 10 up- and down-regulated genes shown in Table 2. Description of gene function in UniProt website was considered as selection standard (The UniProt Consortium [37]). The qPCR results were consistent with those from the RNA sequencing analysis for all genes tested, although statistical significance was not obtained in the qPCR analysis (Table 4).

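SIRT4 was counted 350, 276 and 322 times in the high-NFMP steers 3-8, 10-8 and 10-9, and 123, 99 and 99 times in the low-NFMP steers 3-1, 3-3 and 10-16. After normalization this was 328.1 ± 24.4 (SD, n = 3) against 103.1 ± 13.3 (SD, n = 3), a log2 fold change of 1.67 (standard error 0.22, adjusted p = 0.00303 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each steer left out in turn the log2 fold change stayed between 1.59 and 1.77. In ARS-UCD2.0 the snRNA gene LOC112442111 lies within SIRT4 and a second, LOC112442110, lies beside it. These were counted 141, 90 and 112 times and 183, 119 and 169 times in the high-NFMP steers, and 31, 17 and 21 times and 45, 41 and 39 times in the low-NFMP steers. How many reads were counted on more than 1 of these genes was not measured.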

We found higher sirtuin4 (SIRT4) expression in the high-NFMP group. Sirtuins are NAD+ dependent deacylases and ADP ribosyltransferases involved in cellular metabolism [38], and SIRT4 is a mammalian sirtuin (SIRT3, SIRT4, and SIRT5) located in mitochondria [39]. SIRT4 plays important roles in insulin secretion, glucose homeostasis [40], and lipid homeostasis, including fatty acid oxidation and lipid anabolism [41]. SIRT4 is highly expressed in bovine subcutaneous adipose tissue and regulates adipogenic differentiation-related marker genes, including transcription factor E2F1 and CCAAT/enhancer-binding protein β, during bovine adipocyte differentiation [40]. Overall, the up-regulation of SIRT4 expression may induce adipocyte differentiation, possibly contributing to increasing the NFMP.

We observed higher insulin receptor substrate 2 (IRS2) transcript levels in the LT samples from the high-NFMP group. IRS2 plays an important role in the metabolic activities of insulin and IGF1 in the liver, muscle, and adipose tissue [42]. Cell culture studies suggest that IRS2 also plays an important role in adipocyte differentiation [43]. Therefore, the up-regulated IRS2 expression in the high-NFMP group suggests that it is involved in the formation of MPs in the LT.

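IRS2 had 698.2 ± 186 normalized counts (SD, n = 3) in the high-NFMP group and 336.7 ± 58.6 (SD, n = 3) in the low-NFMP group, a log2 fold change of 1.05 (standard error 0.23, adjusted p = 0.0495 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each high-NFMP steer lay above each low-NFMP steer. The fold change was close to the limit of 2, and the log2 fold change fell to 0.85 without steer 10-9 and to 0.93 without steer 3-3, below that limit, while the unadjusted p by edgeR stayed at or below 0.00376 whichever steer was left out. The adjusted p rose to as much as 0.269 in these fits. With library totals alone in place of TMM normalization the log2 fold change was 0.99, and with the first number of the steer label as a term it was 0.88. From the higher IRS2 expression, and from the role of IRS2 in adipocyte differentiation in cell culture, the paper proposes that IRS2 takes part in the formation of MPs.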

Several studies identified DEGs by RNA sequencing analysis and reported transcriptome or genes associated with the marbling score. For example, the DEGs from the contrast between age and marbling score were recently identified by RNA sequencing analysis in longissimus dorsi muscle of Korean cattle steers, and new potential early age markers and many genes for marbling development were found [44]. In this study, we compared DEGs between groups with high- and low- NFMP in the LT of Korean cattle, and the NFMP is used for calculation of fineness index. Our study has a novel aspect that we identified DEGs associated with marbling fineness, which is a new concept for marbling score.

## CONCLUSION

This study is a first attempt to understand the molecular events associated with the formation of fine MPs in the LT. Using RNA sequencing and KEGG pathway analyses, we found that three pathways (adipocytokine signaling pathway, endocytosis, and protein processing in the ER) involved with hyperplasia, hypertrophy, and adipocyte differentiation were significantly enriched in the DEGs. The *SIRT4* and *IRS2* genes, which are involved in adipocyte hyperplasia and hypertrophy, were up-regulated in the high-NFMP group. Our study suggests that pathways regulating adipocyte hyperplasia and hypertrophy are involved in marbling fineness. Further study is required to determine whether the balance between adipocyte hyperplasia and hypertrophy is linked to marbling fineness.

## Figures and Tables

**Figure 1:**
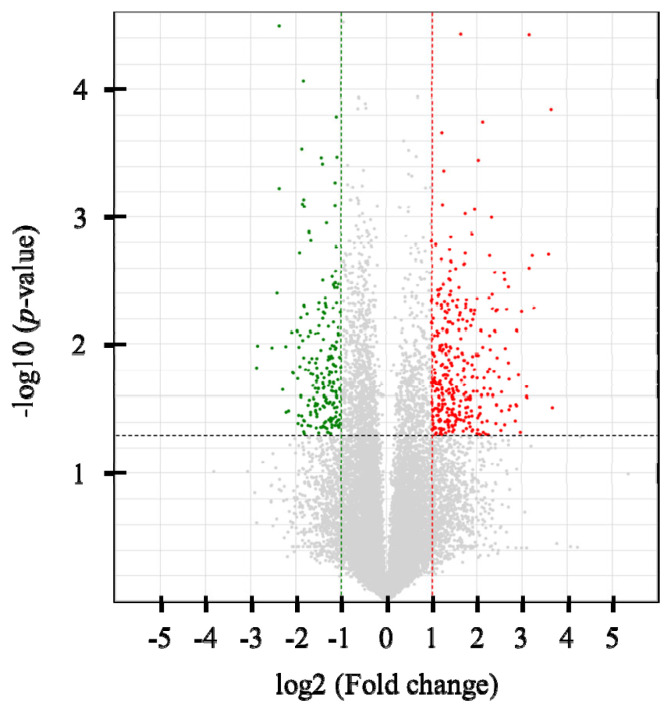
Volcano plot of RNA-sequencing data between the high and low NFMP groups. Up-regulated genes are colored red, and down-regulated genes are colored green in the high NFMP group. Two fold-up and down- regulated threshold lines were shown as dotted vertical red and green line, respectively, and p-value (<0.05) threshold line was shown as dotted horizontal line. NEMP, numbers of fine marbling particles.

**Table 1:** Carcass and CIA characteristics of all animal and animals used for RNA sequencing and qPCR in the high and low number of fine marbling particles groups

Variables	All animals^1)^ (n = 43)	Animals for qPCR				Animals for RNA sequencing			

		High NFMP (n = 5)	Low NFMP (n = 5)	SEM	p-value	High NFMP (n = 3)	Low NFMP (n = 3)	SEM	p-value
Carcass traits									
Carcass weight (kg)	425	429	420	10.5	0.688	437	425	12.6	0.677
Back fat thickness (mm)	13.6	15.4	10.2	1.64	0.116	11.0	10.7	0.79	0.859
Rib eye area (cm^2^)	90.8	93.8	86.6	3.54	0.175	97.3	89.0	2.18	0.030
Yield index^2)^	64.5	63.7	66.2	1.08	0.263	66.7	66.1	0.79	0.758
Marbling score^3)^	4.86	7.00	4.20	0.50	<0.001	7.33	4.00	0.76	<0.001
Auction price (₩)	17,593	20,938	17,706	595	<0.001	21,102	17,538	880	<0.001
CIA traits									
Number of MPs	3,085	3,519	2,399	381	0.151	4,042	2,560	602	0.257
NFMP	203	282	156	21.3	<0.001	289	158	29.9	<0.001
Fineness index	2.37	3.13	2.03	0.20	<0.001	3.10	1.98	0.26	<0.001

1) These data were reported in our previous study [6].

CIA, computer image analysis; qPCR, quantitative real-time polymerase chain reaction; NFMP, number of fine marbling particles; SEM, standard error of mean; MP, marbling particle.

2) Yield index = 68.184 − 0.625 × back-fat thickness + 0.13 × rib eye area − 0.024 × carcass weight + 3.23.

3) Marbling score: 1 = min; 9 = max.

**Table 2:** Top 10 up and down-regulated genes in the high number of fine marbling particles group

Order	Gene name	Gene symbol	Fold change (high/low)	p-value
Up-regulated				
1	ATCAY kinesin light chain interacting caytaxin	*ATCAY*	9.71	0.005
2	Solute carrier family 28 member 1	*SLC28A1*	9.45	0.002
3	BCL2 like 14	*BCL2L14*	8.98	0.003
4	TP53 target 5	*TP53TG5*	6.14	0.003
5	DEPP1 autophagy regulator	*DEPP1*	5.90	0.024
6	ATP binding cassette subfamily C member 6	*ABCC6*	5.79	0.046
7	Ankyrin repeat domain 13B	*ANKRD13B*	5.39	0.029
8	MAD2L1 binding protein	*MAD2L1BP*	5.36	0.041
9	Small G protein signaling modulator 2	*SGSM2*	5.30	0.003
10	Serine protease 12	*PRSS12*	5.16	0.025
Down-regulated				
1	Heat shock protein family A (Hsp70) member 6	*HSPA6*	0.24	0.008
2	SHC binding and spindle associated 1 like	*SHCBP1L*	0.27	0.009
3	Peroxisomal biogenesis factor 13	*PEX13*	0.27	0.036
4	Proteasome 26S subunit, non-ATPase 5	*PSMD5*	0.28	0.010
5	DTW domain containing 2	*DTWD2*	0.28	<0.001
6	Leucine rich repeat neuronal 4	*LRRN4*	0.28	0.047
7	Hepsin	*HPN*	0.28	0.001
8	Chromosome 7 open reading frame 57	*C4H7orf57*	0.30	0.042
9	Cytokine inducible SH2 containing protein	*CISH*	0.30	0.030
10	ArfGAP with coiled-coil, ankyrin repeat and PH domains 2	*ACAP2*	0.31	0.009

**Table 3:** Kyoto encyclopedia of genes and genomes pathway terms for differentially expressed genes

Term	Count	p-value	Genes
Legionellosis	5	<0.001	*GRO1, CXCL3, HSPA1A, HSPA6, ITGAM*
Protein processing in endoplasmic reticulum	5	0.019	*DNAJA1, DNAJB1, ERO1B, HSPA1A, HSPA6*
Endocytosis	8	0.023	*ARF3, ARF4, ACAP2, VPS37D, ARRB1, HSPA1A, HSPA6, VPS45*
Butanoate metabolism	3	0.027	*BDH1, AACS, ACSM2B*
Adipocytokine signaling pathway	4	0.027	*ACSBG2, PRKAG2, LEPR, SLC2A1*
Glycerophospholipid metabolism	4	0.059	*CDS1, CRLS1, ETNK2, GPD1L*
MAPK signaling pathway	5	0.083	*ARRB1, CACNB4, GADD45A, HSPA1A, HSPA6*
Toxoplasmosis	4	0.084	*ALOX5, HSPA1A, HSPA6*

**Table 4:** Comparison data of RNA sequencing and qPCR to validate the selected 10 differentially expressed genes between the high and low number of fine marbling particles groups

Gene name	Gene symbol	RNA-seq		qPCR	
	
		Fold change (high/low)	p-value	Fold change (high/low)	p-value
Zinc finger protein 354C	*ZNF354C*	0.32	0.008	0.61	0.440
Attractin	*ATRN*	0.46	0.003	0.45	0.220
Peroxisomal trans-2-enoyl-CoA reductase	*PECR*	0.46	0.003	0.50	0.260
Insulin receptor substrate 2	*IRS2*	2.05	0.043	1.64	0.150
C1q and TNF related 5	*C1QTNF5*	2.36	0.022	1.15	0.720
Peroxisome proliferator activated receptor delta	*PPARD*	2.41	0.003	1.60	0.370
Transforming growth factor beta induced	*TGFBI*	2.42	<0.001	1.44	0.400
Sirtuin 4	*SIRT4*	3.11	<0.001	1.86	0.080
Folliculin interacting protein 2	*FNIP2*	4.33	0.025	2.86	0.470
Solute carrier family 28 member 1	*SLC28A1*	9.45	0.002	1.10	0.740

qPCR, quantitative real-time polymerase chain reaction.

The qPCR results were consistent with those from the RNA sequencing analysis for all genes tested, although statistical significance was not obtained in the qPCR analysis.

How the deposited data were processed for this re-analysis (not part of the article)

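RNA sequencing counts of longissimus thoracis muscle from 6 Korean cattle steers, 3 with a high and 3 with a low NFMP, were analysed. Each steer was assigned to its group from its sample label. The carcass and image measurements and the qPCR were not analysed here.

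The authors made the libraries with a 3′ mRNA kit, named as SENSE 3′ in the paper and as Quant-Seq in the sample labels, and deposited raw read counts per gene symbol. Their methods state mapping with Tophat2 and counting with HTSeq in one paragraph and alignment with Bowtie2, with counts from unique and multiple alignments, in another. Which of these made the deposited counts, and whether counting used the strand, is not given in the sources used here. The deposited counts are whole numbers with a different total in each library, between 16283873 and 17192750. The quantile normalization that the methods name is not in these values. The 176 extra rows of repeated symbols were tested as separate rows. All rows name a gene.

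The counts were analysed in R 4.3.3 with edgeR 4.0.16. The default filter of edgeR (minimum count 10, minimum total 15) with the NFMP group kept 15039 of 23015 rows, between 99.85% and 99.89% of the counts of a library. Library sizes were normalized with TMM factors between 0.915 and 1.083, dispersions were estimated robustly, and the groups were compared with the quasi-likelihood test. The normalized counts are counts scaled to the mean effective library size. Standard errors were derived from the fitted log2 fold change and the F statistic. Genes were called at an unadjusted p below 0.05 with a fold change above 2, as in the methods of the paper, and Benjamini-Hochberg adjustment was made over all tested genes. At these depths a gene of 10 counts in a library carries a large counting error. Reads without molecular identifiers are not independent molecules.

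The 7 marker lists (adipocyte, preadipocyte and fibroblast, slow muscle fibre, fast muscle fibre, cytosolic heat shock response, endoplasmic reticulum unfolded protein response, glucocorticoid and fasting response) were tested with fry, with adjustment over the 7 lists. The genes named in the text were set by a rule before the data were examined. They are the genes that the paper names (whose fold changes in the paper had been seen), the 5 genes with the smallest p in each direction among those at an adjusted p below 0.05, the members of a marker list past its threshold, of which there were none, and the 5 genes with the most counts. A gene that this rule selects is not reported here. Neighbours of these genes and snRNA genes were named after their values were seen. The CEBPB and E2F1 genes, named by the paper, were removed by the filter.

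Gene kinds and neighbours came from the RefSeq gene table of ARS-UCD2.0. The alternatives were no filter, at least 10 counts in every library, RLE size factors, library totals alone, DESeq2 1.42.0, quantile normalization with limma 3.58.1, a quantile procedure (quantile normalization of log2(count + 1) with an equal-variance test per gene) with pseudocounts of 0.1, 1 and 10 and with a linear fold change, the first number of the steer label or the age as a term, and each steer left out. The paper states quantile normalization of the counts and, for the whole paper, a choice between the methods' t-test and a Mann-Whitney test by normality. The log2 scale, the pseudocounts, the equal-variance test for every gene and the filter of edgeR in the quantile procedure were chosen here. For the marker lists, camera with an estimated correlation was also run. The comparison was also repeated over the 10 splits of the 6 libraries into groups of 3.

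The procedures were tested on simulated counts for 15039 genes with the means, dispersions and library sizes of these libraries, with 200 genes changed by a log2 fold change of 1 or 2. For the comparison of high with low NFMP, edgeR found 59.5% of the changed genes at an adjusted p below 0.05 and 84% of those changed by a log2 fold change of 2, with 11 unchanged genes called. At that adjusted p, DESeq2 found 65.5% of the changed genes (14 unchanged called), quantile normalization with limma 38.5% (5 unchanged called) and the quantile procedure 1%. At the unadjusted p and fold change threshold, edgeR called 202 unchanged genes and the quantile procedure called 98.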

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

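The tests of reads shared between copies, of short RNA of other kinds, of single libraries, of age, of the label number and of normalization below, and the ratio and the 2 subtractions on SIRT4, were chosen only after the result was seen.

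A class of genes outside those the paper discusses differed between the groups. Of the 280 snRNA genes listed, 65 were tested, and 43 of them were past the p and fold change threshold in the direction of the high-NFMP group, against 1 in the other. Their median log2 fold change was 1.59, whereas the median of all tested genes was 0.02, and 25 had an adjusted p below 0.05 by edgeR's quasi-likelihood test. The snRNA genes together had 8710, 4862 and 6335 counts in the high-NFMP steers 3-8, 10-8 and 10-9, and 3312, 3187 and 3227 in the low-NFMP steers 3-1, 3-3 and 10-16. The paper does not report on these genes.

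The values argue against several technical explanations, none of which concerns how the oligo-dT primer came to start cDNA on snRNA. That step was not tested, so these counts need not follow the amount of snRNA. Copies of 1 snRNA can share reads, but after the genes were summed by annotated length, 9 of 15 length classes were past the threshold, among them 5 of the 6 classes with more than 1 gene. Sharing of reads between classes that differ by a few bases was not tested. A single library does not carry the difference, since the lowest difference in mean log2 level with 1 library left out was 1.04. With age as a term the difference was 1.16 (standard error 0.28), with the first label number as a term it was 1.29 (standard error 0.21), and with library totals alone the median log2 fold change was 1.54. Leaving out a library moved the number of called snRNA genes between 41 and 44. A rise of short noncoding RNA of every kind by the same amount is argued against as well. The other 58 tested noncoding genes of 300 bases or less had a difference in mean log2 level of 0.23 (standard error 0.29) and a median log2 fold change of 0.40, with 9 higher and 1 lower past the threshold and 1 at an adjusted p below 0.05 by edgeR. The difference of the snRNA genes exceeded theirs by 0.99 (standard error 0.31, lower 95% limit 0.12). The 107-base class of snRNA genes, with 14 genes, had a log2 fold change of -0.19 (standard error 0.21). A smaller rise of other short RNA stays open. Differences between steers in RNA quality or in library preparation remain open, as does a biological difference tied to the NFMP, and none of these was tested. The paper also gives a higher marbling score in the high-NFMP group and, in the sequenced steers, a larger rib eye area. The comparison of the groups cannot separate those traits from the NFMP. Of the 10 splits of 3 against 3 libraries, 1 gave as many called snRNA genes, the grouping by NFMP itself, which is the smallest share that 10 splits can give, so the splits by themselves cannot exclude chance.

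SIRT4 lies beside 2 of these snRNA genes. If all reads of both snRNA genes were also counted on SIRT4, which no value here measures and which is less plain for LOC112442110, lying outside SIRT4, little of its difference would remain. After subtracting both, the ratio of high over low NFMP was 1.16, a difference smaller than the SD between the high-NFMP steers (47.3 ± 24.6 against 40.8 ± 3.7 normalized counts). An exact permutation test, two-sided, gave p = 0.8, where 3 against 3 steers cannot give a p below 0.1. Subtracting LOC112442111 alone, the gene that lies within SIRT4, left a ratio of 2.59 (209.7 ± 2.7 against 80.9 ± 6.4 normalized counts). This argues against reads of that gene alone as the source of the difference. The 2 snRNA genes cannot be the only source of the counts, since the ratio of SIRT4 to snRNA counts was higher by 0.48 in the low-NFMP group. The other 8 tested genes that overlap or lie within 1000 bases of a raised snRNA gene had a median log2 fold change of -0.032. None of the 8 was past the p and fold change threshold by edgeR, and 3 had an unadjusted p below 0.05 (NRP2 and WDR74 higher, NDUFAF2 lower). The median of the 8 lay near that of all tested genes (0.018), which argues against raised counts at every gene beside a raised snRNA gene. It cannot decide for SIRT4, because reads counted on more than 1 gene were not measured. Whether the SIRT4 transcript itself differs is left open by these counts. The paper's qPCR, which covered more steers and does not rest on counted reads, put SIRT4 higher in the high-NFMP group. It did not reach statistical significance, and it was not analysed here.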

How the results depend on the processing

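The alternatives with 1 added to TMM-scaled counts, with and without a minimum log2 mean of 4, and without snRNA genes were chosen only after the data were seen. The cause of the changes below was not tested except where fewer genes or fewer steers were used.

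SIRT4 kept its direction and its side of the threshold under each alternative set in advance, with a log2 fold change between 1.59 and 1.77 with 1 steer left out. Of the 55 genes that the paper lists as DEGs, 28 did so under each of these alternatives in which they were tested, and 10 of the 28 were not tested with at least 10 counts in every library. Over the alternatives that keep all steers, 579 of 639 comparisons of these 55 genes kept direction and side of the threshold, 54 no longer passed it, 6 newly passed it and none reversed. With 1 steer left out, 268 of 330 kept both. With the first label number as a term 10 of the 55 genes did not pass the threshold, and with age 13, against 2 without such a term. Besides IRS2, genes short of the fold change limit with the label number included PRKAG2 (fold change 1.96), ATRN (0.51), ARF4 (0.513), VPS45 (0.521) and DNAJA1 (0.504).

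The 586 genes past the p and fold change threshold (381 higher, 205 lower) became 969 (627 and 342) with no filter and 364 (247 and 117) with at least 10 counts in every library. The quantile procedure, whose log2 scale, test and filter were chosen here, gave 346 (199 higher), 353 (197 higher) with a pseudocount of 0.1, 225 (147 and 78) with a pseudocount of 10 and 352 (203 higher) with a linear fold change. With TMM-scaled counts plus 1, 568 passed (363 and 205), and 328 (206 and 122) with a log2 mean of 4 added. With 1 steer left out the number lay between 630 and 744, of which 366 to 484 were higher and 174 to 378 lower, the 378 being reached without steer 3-8.

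The 103 genes at an adjusted p below 0.05 became 240 with no filter, 287 with DESeq2, 31 with age as a term, 50 without snRNA genes, 20 with TMM-scaled counts plus 1 and 2 with the log2 mean of 4 added. Quantile normalization with limma gave 0 (1631 at an unadjusted p below 0.05), and the quantile procedure gave 0 with each pseudocount and fold change (between 1449 and 1505 at an unadjusted p below 0.05). With 1 steer left out the number lay between 28 and 82, with 33 without steer 3-8, 41 without 10-8, 28 without 3-3 and 63 without 10-16.

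Of the genes with a fold change stated by the paper, 42 went in its direction, and 27 did so with at least 10 counts in every library, where only 27 were tested. Of the 55, 34 passed the threshold under that filter instead of 53. With 1 steer left out, 42 went in the paper's direction in each fit and 42 to 44 of the 55 passed.

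IRS2 no longer passed the fold change limit with library totals alone (log2 fold change 0.992) or with the first label number as a term (0.88), and lay between 0.853 and 1.22 with 1 steer left out, below the limit without steer 10-9 or 3-3 (0.926). With age as a term LEP reversed to -0.232 and SIRT5 to 0.262. With 1 steer left out, LEP lay between -0.506 and 0.804, SIRT5 between -0.18 and 0.119, CD36 between -0.271 and 0.039 and LOC112442546 between -0.005 and 0.213. After quantile normalization TTN reversed to 0.117 and LOC112442546 to -0.284 with limma and with the quantile procedure at each pseudocount, and to 0.105 and -0.264 with a linear fold change. None of these 5 genes passed the threshold.

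The median log2 fold change of the slow muscle fibre list reversed to -0.036 with library totals alone, -0.078 after quantile normalization and -0.064 with the first label number as a term. That of the glucocorticoid and fasting response list reversed to -0.034, -0.076 with the first label number and -0.097 with age as a term. That of the endoplasmic reticulum list reversed to 0.006 with age as a term. With 1 steer left out the medians lay between 0.202 and 0.668 for adipocyte, 0.137 and 0.449 for preadipocyte and fibroblast, -0.064 and 0.143 for slow muscle fibre, 0.043 and 0.288 for fast muscle fibre, -0.316 and -0.084 for cytosolic heat shock response, -0.169 and -0.061 for the endoplasmic reticulum list and -0.139 and 0.232 for glucocorticoid and fasting response. The heat shock list passed an adjusted p of 0.05 without steer 10-9 (0.0382), and over its alternatives the adjusted p lay between 0.0382 and 0.799.

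Genes with few counts limit the calls, and the filter with 10 counts in every library dropped 21 of the 55 genes that the paper lists as DEGs.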

Differences from the paper's values

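The paper's values are compared with those from edgeR. The alternatives with 1 added to TMM-scaled counts, and without snRNA genes, were chosen after seeing the values.

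For the total of DEGs the paper's value is 328, and 586 were found here. Of the alternatives set before the data were examined, at least 10 counts in every library (364), the quantile procedure (346), the same with a pseudocount of 0.1 (353) or 10 (225) and with a linear fold change (352) lay within 1.5 times the paper's value. No filter, RLE size factors, library totals alone, DESeq2, quantile normalization with limma, the first label number or age as a term and each fit without 1 steer did not.

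For the up-regulated genes the paper's value is 207, against 381 here. The same 5 alternatives were within 1.5 times it, with 247, 199, 197, 147 and 203, and the others set before the data were examined were not. For the down-regulated genes the paper's value is 121, against 205 here. At least 10 counts in every library (117), the quantile procedure (147), the same with a pseudocount of 0.1 (156) and with a linear fold change (149), the first label number as a term (154) and the fit without steer 3-3 (174) were within 1.5 times it. The quantile procedure with a pseudocount of 10 (78), no filter, RLE size factors, library totals alone, DESeq2, quantile normalization with limma, age as a term and the other 5 fits without 1 steer were not.

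For the protein-coding up-regulated genes the paper's value is 97, against 242 here. The quantile procedure (118), the same with a pseudocount of 0.1 (117) or 10 (77) and with a linear fold change (122) were within 1.5 times it. At least 10 counts in every library (166) and the other alternatives set before the data were examined were not. For the protein-coding down-regulated genes the paper's value is 122, which exceeds its own total of 121 down-regulated genes, so these values of the paper cannot both hold. Whether 97 and 122 were exchanged is left open, so both protein-coding comparisons hold only for the values as stated. Here 157 were found, within 1.5 times 122. No filter (228), library totals alone (192), quantile normalization with limma (208) and the quantile procedure with a pseudocount of 10 (57) were not. Age as a term (216) and the fit without steer 3-8 (287) were not either. The other alternatives set before the data were examined were within it.

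TMM-scaled counts plus 1 with a minimum log2 mean of 4, chosen after seeing the values, gave 328 DEGs (206 up-regulated, 122 down-regulated, with 120 and 95 of them protein-coding) and dropped 0 of the 55 genes that the paper lists as DEGs, at an unadjusted p below 0.05. Without that minimum the same procedure gave 568 DEGs (363 up-regulated, 205 down-regulated). The quantile procedure dropped 7 of the 55 and edgeR dropped 2.

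The paper lists ETNK2 and CACNB4 among its DEGs, and here they did not pass the threshold (unadjusted p = 0.0703 and 0.0513 by edgeR). ETNK2 passed with quantile normalization and limma, with the quantile procedure, with its pseudocount of 0.1 and its linear fold change, and without steer 10-9. CACNB4 passed with the quantile procedure at a pseudocount of 0.1 and with its linear fold change, and without steer 3-3. Both passed with TMM-scaled counts plus 1, with and without the log2 mean of 4, chosen after seeing the values.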

Other observations

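The tests on the fold changes stated in the paper and on the genes of Table 2 with more reads were chosen only after the result was seen.

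Of the 10 splits of 3 against 3 libraries, 1 gave as many as the 586 genes past the p and fold change threshold and 1 gave as many as the 103 genes at an adjusted p below 0.05, the grouping by NFMP itself in both cases. This is the smallest share that 10 splits can give, so the splits by themselves cannot exclude chance. For the smallest p over the marker lists chance cannot be excluded, as 5 of the 10 splits, the grouping by NFMP included, gave a p as small.

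The first number of the steer label does not account for the number of genes, since 554 passed the threshold with that number as a term. Libraries with the same number in different groups had a mean Pearson correlation of 0.9704 across genes. It was 0.9669 with different numbers in different groups and 0.9749 with different numbers within a group. The last mean is raised by the low-NFMP pairs (0.979 and 0.9794), as the high-NFMP pairs had 0.9726 and 0.9687. Among the high-NFMP steers these correlations thus do not show that the group outweighs the label number. Genes are not independent replicates.

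The 10 up-regulated genes of Table 2 had a median count of 36.25 per library, against 141 over all tested genes, and the filter removed none of the 10. For 3 of them, ATCAY, SLC28A1 and DEPP1, with median counts of 206.5, 1300 and 143.5, at or above that of all tested genes, few reads do not explain the fold changes. The fold changes of all 10 were above 2 by more than 2 standard errors, but the genes were ranked by fold change on these libraries, which favours genes with few reads, so how far few reads enlarged the other 7 is left open.

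None of the 7 marker lists passed an adjusted p of 0.05 by fry. The median log2 fold change was 0.47 for adipocyte (adjusted p = 0.439), 0.31 for preadipocyte and fibroblast (0.52), 0.036 for slow muscle fibre (0.737), 0.11 for fast muscle fibre (0.52), -0.15 for cytosolic heat shock response (0.404), -0.188 for endoplasmic reticulum unfolded protein response (0.439) and 0.032 for glucocorticoid and fasting response (0.737). The mean of the slow muscle fibre list, -0.054, and its test had the sign opposite to its median. The mean of the heat shock list, -0.42, was larger in size than its median, and 4 of its 17 tested genes were past the p and fold change threshold. Its difference in mean log2 level was -0.44 (standard error 0.164, 95% limits -0.896 and 0.016). Each high-NFMP steer (at most 10.66) lay below each low-NFMP steer (at least 10.74) in that level. The 4 heat shock genes past the threshold, HSPA1A, HSPA6, DNAJA1 and DNAJB1, are DEGs that the paper selected on these same libraries. The lower mean of the heat shock list and this separation are thus not independent evidence. With the estimated correlation of camera the unadjusted p lay between 0.11 and 0.83. In the adipocyte list 21 of 23 tested genes were higher, and the difference in mean log2 level was 0.37 (standard error 0.29), with an upper 95% limit of 1.165, so more adipocyte RNA in the high-NFMP group is neither shown nor excluded. Endoplasmic reticulum stress as a reason for the lower heat shock genes is left open too, as both medians were negative and neither list passed.

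The GLUT4 gene SLC2A4 had 899.2 ± 54.1 normalized counts (SD, n = 3) in the high-NFMP group and 665.5 ± 289 in the low-NFMP group, a log2 fold change of 0.43 (standard error 0.27, adjusted p = 0.575 by edgeR). CD36 was at -0.13 (standard error 0.19, adjusted p = 0.835) and LEP at 0.47 (standard error 0.48, adjusted p = 0.748). SIRT3 was at 0.37 (standard error 0.23, adjusted p = 0.576), SIRT5 at -0.051 (standard error 0.20, adjusted p = 0.942) and IGF1 at 0.63 (standard error 0.25, adjusted p = 0.357). The beta-actin gene ACTB, the reference of the qPCR, had 5575 ± 164 and 4250 ± 120 normalized counts, a log2 fold change of 0.39 (standard error 0.17, adjusted p = 0.408). E2F1, removed by the filter, had 5, 2 and 5 counts in the high-NFMP steers and 0, 0 and 1 in the low-NFMP steers, and passed the p and fold change threshold when no filter was used (unadjusted p = 0.04 by edgeR). CEBPB had at most 1 count in a library.

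Of 42 fold changes stated in the paper, 31 were returned within 1% by TMM-scaled counts with 1 added, as the ratio of group means, and 31 of 39 stated p-values to 3 decimals. A quantile alternative returned at most 10 of the 42 within 1%, and the quantile procedure returned 2 of 39 p-values. TMM-scaled counts with 1 added are a candidate explanation of the stated values. Whether quantile normalization in the authors' program differs from the form used here is left open.

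Among 1963 overlapping gene pairs in ARS-UCD2.0, 9 were past the threshold together in the same direction and 1 in opposite directions, against a mean of 1.27 with shuffled calls (3 of 10000 shuffles gave as many). In 4 pairs, among them TMEM169 with PECR and LOC101904012 with ANKRD13B, the differences in counts summed over the libraries were at most 5% of the counts of both genes, and in none of the 10 were they identical. Reads counted on both genes may thus explain part of these pairs. LOC101904012 and ANKRD13B differed only in steer 10-8, with 53 and 52 counts. TMEM169 and PECR differed most in steers 10-9 (66 and 60) and 3-1 (158 and 152). Counts this close argue against separately counted reads as the whole source in these named pairs. In the other pairs shared regulation of neighbours cannot be told apart from reads counted on both.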
